# The combination of bFGF and CHIR99021 maintains stable self-renewal of mouse adult retinal progenitor cells

**DOI:** 10.1186/s13287-018-1091-y

**Published:** 2018-12-13

**Authors:** Caixia Jin, Qingjian Ou, Zongyi Li, Juan Wang, Jieping Zhang, Haibin Tian, Jing-Ying Xu, Furong Gao, Lixia Lu, Guo-Tong Xu

**Keywords:** Retina, Progenitor cells, Wnt pathway, Cellular therapy, Transplantation

## Abstract

**Background:**

Millions of people are affected with retinal diseases that eventually cause blindness, and retinal progenitor cell (RPC) transplantation is a promising therapeutic avenue. However, RPC expansion and the underlying regulation mechanisms remain elusive.

**Methods:**

Adult mouse neural RPCs (mNRPCs) were isolated and amplified with the combination of basic fibroblast growth factor (bFGF) and glycogen synthase kinase 3 (GSK3) inhibitor CHIR99021. The progenitor characteristics were evaluated with RT-PCR, immunocytochemistry (ICC), western blot, flow cytometry, and transcriptome analysis prior to transplantation. By treating cells with or without bFGF and CHIR99021 at different time points, the mechanism for mNRPCs’ self-renewal was investigated by transcriptome analysis and western blot assay.

**Results:**

mNRPCs were self-renewing in the presence of bFGF and CHIR99021 and showed prominent RPC characteristics. bFGF was essential in promoting cell cycle by facilitating G1/S and G2/M transitions. bFGF combined with CHIR99021 activated the non-canonical Wnt5A/Ca^2+^ pathway and form a calcium homeostasis. In addition, the self-renewing mNRPCs could differentiate into rod photoreceptor-like cells and retinal pigment epithelium (RPE)-like cells by in vitro induction. When green fluorescent protein (GFP)-labeled cells were transplanted into the subretinal space (SRS) of Pde6b (rd1) mice (also known as RD1 mice, or rodless mice), the cells survived for more than 12 weeks and migrated into the retina. Parts of the recipient retina showed positive expression of photoreceptor marker rhodopsin. Transplanted cells can migrate into the retina, mainly into the inner cell layer (INL) and ganglion cell layer (GCL). Some cells can differentiate into astrocytes and amacrine cells. Cultured mNRPCs did not form tumors after transplanted into NOD/SCID mice for 6 months.

**Conclusions:**

Present study developed an approach to maintain long-term self-renewal of RPCs from adult retinal tissues and revealed that activation of the non-canonical Wnt5A/Ca^2+^ pathway may participate in regulating RPC self-renewal in vitro. This study presents a very promising platform to expand RPCs for future therapeutic application.

**Electronic supplementary material:**

The online version of this article (10.1186/s13287-018-1091-y) contains supplementary material, which is available to authorized users.

## Background

The blindness caused by the eye diseases such as age-related macular degeneration (AMD), retinitis pigmentosa (RP), glaucoma, and Stargardt disease has been associated with retinal ganglion cell (RGC), photoreceptor cell, or retinal pigment epithelium cell (RPE) damage or death. The most popular approach to obtain RPE cells or RGCs is to induce these cells from pluripotent stem cells, including embryonic stem (ES) or induced pluripotent stem (iPS) cells [1–7]. Robert Lanza of Advanced Cell Technology reported two prospective phase 1/2 studies of subretinal transplantation of human embryonic stem cell-derived RPE (hESC-RPE) cells into nine Stargardt’s and nine AMD patients; the results showed safety and graft survival to some extent [8, 9]. However, transplantation of RPE cells can delay retinal degeneration only if surviving photoreceptor cells remain in the eye. Therefore, some researchers tried to use retinal progenitor cells (RPCs) in ocular cell therapy [10–13].

RPCs have been investigated since the beginning of this century. Cells have been isolated from the fetal retina [14–16], postnatal retina [17], and ciliary margin [18–20]. Some researchers have even suggested that Müller cells can be identified as RPCs [21]. However, all of the cells mentioned above cannot be maintained and amplified efficiently in vitro for long periods. It could be important to develop a self-renewing culture of RPCs to generate sufficient cells for therapeutic applications.

Here, we showed that mouse neural retina progenitor cells (mNRPCs) could be established and propagated from adult retina tissue via a chemically defined medium (CDM) including bFGF and CHIR99021. Our study suggested that bFGF was an efficient cytokine that induced mNRPC proliferation by promoting the G1/S and G2/M transitions. The combination of bFGF and CHIR99021 maintained stable mNRPC self-renewal, activated the Wnt5A/Ca^2+^ pathway, and forms a calcium homeostasis in the cells. Cultured mNRPCs express typical RPC markers, including PAX6, SIX3, NESTIN, SOX2 and RCVRN. The cells could express the RPE cell-specific marker RPE-65 in a sandwich-like system and differentiated into rod photoreceptor-like cells in a three-dimensional (3D) culture condition. In particular, after transplantation mNRPCs showed great viability and migration in the recipient retina. It is the first study to maintain the stable self-renewal of RPCs under chemically defined condition, which could provide a renewable source for RPCs and their descendent functional cells for research and transplantation.

## Methods

### Adult mouse neural retinal progenitor cell (mNRPC) isolation and culture

First, neural retinal tissues from 8- to 10-week-old mice were digested with 2% dispase at 37 °C for 20 min. The cells were then treated with 0.25% trypsin for 20 min. The dissociated cells were plated onto 2% Matrigel (Coring, Tewksbury, MA)-coated dishes and cultured in basic medium (BM, DMEM/F12 medium supplemented with 1 × N2, 1 × B27, 0.11 mM beta-mercaptoethanol) containing 10 ng/ml bFGF and 2 μM CHIR99021 (Selleck Chemicals, Houston, TX). All tissue culture products were obtained from Thermo Fisher Scientific except where mentioned.

### Reverse transcription-polymerase chain reaction

Total RNAs were extracted using TRIzol reagent and treated with RNase-free DNase I (both from TaKaRa, Dalian, China). Reverse transcription (RT) was performed with 2 μg RNA, random nonamers (TaKaRa), and Moloney murine leukemia virus reverse transcriptase (Promega, Madison, WI) according to the manufacturer’s instructions. Gene-specific primers are listed in Additional file 1: Table S1. The polymerase chain reaction (PCR) conditions were 95 °C for 5 min, 94 °C for 30 s, annealing temperature for 30 s, and 72 °C for 30 s for 30 cycles, followed by 72 °C for 10 min, using Taq PCR Master Mix (Tiangen Biotech Co., Ltd., Beijing, China).

### Immunofluorescence assay

Cells were fixed in 4% paraformaldehyde (PFA, Sigma-Aldrich, St. Louis, MO), washed three times with phosphate-buffered saline (PBS) containing 0.1% Triton X-100 (Sigma-Aldrich), and incubated in blocking buffer (0.1% Triton X-100) and 5% bovine serum albumin (BSA, Sigma-Aldrich) in PBS for 1 h at room temperature. The cells were then incubated with primary antibodies in blocking buffer overnight at 4 °C, then stained with compatible Alexa 488- or Alexa 555-conjugated secondary antibodies (Thermo Fisher Scientific) in PBS for 30 min at room temperature. The antibodies are described in Additional file 1: Table S2.

### Flow cytometry

Cells were dissociated into a single-cell suspension with StemPro Accutase (Thermo Fisher Scientific) and stained with primary antibodies labeled with fluoroprobes for 30 min at room temperature at 1 μg of antibody per 1,000,000 cells in 0.1 ml of PBS (without Ca^2+^/Mg^2+^) to label the surface markers. Unstained cells and cells stained with isotype control antibody were used as blank and negative controls. The directly conjugated primary antibodies included phycoerythrin (PE)-conjugated CD15, CD24, CD47, CD73, and CD133 (Prominin-1) (BioLegend, San Diego, CA). The fluorescence-labeled cells were analyzed with an LSRIIflow cytometer (Beckman Coulter, Inc., Brea, CA). Debris and doublets were excluded by forward scatter and side scatter manipulations. Gating was implemented based on isotype control staining profiles. All data were analyzed with FlowJo Software (FlowJo, LLC, Ashland, OR).

### Cell viability assay

Cell viability and proliferation were evaluated with the cell counting kit-8 (CCK8, Yeasen, Shanghai, China) according to the instructions. The cells were seeded at a density of 1 × 10^4^ cells per 100 μl per well in 96-well microtiter plates (Corning) and cultured in BM, BM with bFGF (B), BM with CHIR99021 (C) or BM with both bFGF and CHIR99021 (BC), for 1, 3, 5, and 7 days. Then, the absorbance at 450 nm was measured with a microplate reader (iMark™ Microplate Absorbance Reader, Bio-Rad, Hercules, CA).

### Colony formation assay

The cells were plated at 100 cells per 60-mm dish and cultured in BM overnight before changing into medium with bFGF (B), CHIR99021 (C), or both (BC). After culture for 7 days, the cells were fixed with 4% PFA and stained with 1% methylene blue. The visible colonies were counted. All experiments were performed in triplicate, and the values are presented as the mean ± SD.

### RNA-Seq analysis

RNAs of mNRPCs with different treatments were extracted after 1, 3, 5, and 7 days using TRIzol reagent (Thermo Fisher Scientific, Carlsbad, CA). Sequencing was performed on the BGISEQ-500 platform. The RNA-seq reads were subjected to a quality control analysis and mapped to the *Mus musculus* genome using Bowtie 2 with slightly modified default parameters. Fragments per kilobase of transcript per million mapped reads (FPKM) values were calculated using eXpress, and differential expression analysis was performed by the DESeq (2012) R package software. To obtain the gene expression file of the cells, the fold changes for different treatments at different times relative to the values before treatment were calculated to obtain a fold change difference and were sorted based on values close to 0. All FPKM values were increased with the addition of 1 and were log2 transformed. Principal component analysis (PCA) was performed by the pcaMethods R package software [22]. Gene ontology (GO) and enrichment analyses were based on the DAVID Bioinformatics Resources 6.8 (https://david.ncifcrf.gov/) [23]. The heatmap was obtained by the pheatmap R package.

### Western blot analysis

Cells were cultured with BM, BM with bFGF (B), BM with CHIR99021 (C), and BM with bFGF and CHIR99021 (BC) after 1, 3, 5, and 7 days and were harvested and homogenized in ice-cold RIPA buffer (Sigma-Aldrich) containing 1 ml of protease inhibitor cocktail (Selleck) and 1 ml of phosphatase inhibitor cocktail (Selleck) per 100 ml. Equivalent amounts of 20 μg of protein were heated at 100 °C for 10 min and electrophoresed on 10% SDS-PAGE gels and transferred to PVDF membranes. The membranes were blocked with 5% BSA for 2 h at room temperature before incubation with primary antibodies overnight at 4 °C. Then, Amersham™ ECL™ Western Blotting Detection Reagents were added (GE Healthcare, Pittsburgh, PA) after incubation with horseradish peroxidase-conjugated secondary antibodies (Proteintech, Rosemont, IL) at room temperature for 1 h. The densitometry data were quantified with ImageJ software. The antibodies are described in Additional file 1: Table S2.

### Calcium flux measured by image-based flow cytometry

Cells cultured with or without bFGF and CHIR99021 BM after 7 days were resuspended at 5 × 10^6^ cells per ml in 37 °C PBS (without Ca^2+^/Mg^2+^) with 5 μM Fluo-8 (KeyGen BioTech, Nanjing, China) and incubated at 37 °C for 30 min. The cells were washed with PBS (without Ca^2+^/Mg^2+^) and incubated with Hoechst 33342 (Thermo Fisher Scientific; diluted 1:1000) for 10 min at 37 °C before analysis via image-based flow cytometry. The cells were analyzed by means of the Amnis FlowSight imaging flow cytometry platform (EMD Millipore, Burlington, MA), and the images were analyzed by Amnis IDEAS® image-analysis software (EMD Millipore).

### mNRPC in vitro differentiation

For RPE induction [24–26], the cells mixed with 50 ng/ml fibronectin were cultured on 2% Matrigel-coated cell culture dishes in a Matrigel/fibronectin sandwich culture system for 8 days. Then, the cells were fixed with 4% PFA and analyzed by immunofluorescence assay.

For photoreceptor induction [27, 28], the cells were plated on ultralow attachment dishes (Corning) to generate floating spheres for 3 weeks. The spheres were fixed with 4% PFA, embedded in optimal cutting temperature compound (OCT, Tissue-Tek®, Torrance, CA), cut into 8-μm cryosections, and analyzed by immunofluorescence assay.

### Retroviral infection

The day before transduction, Plat-E cells were seeded at 5 × 10^6^ cells per 100-mm dish. The next day, the pMX-IRES-GFP retroviral vector was transfected into Plat-E cells using Lipofectamine™ 3000 transfection reagent (Thermo Fisher Scientific) according to the manufacturer’s instructions. Ten micrograms of plasmid DNA was diluted with 500 μl of Opti-MEM medium (Thermo Fisher Scientific), 25 μl of P3000™ reagent was added carefully to the diluted DNA solution, and 37.5 μl of Lipofectamine™ 3000 was diluted with 500 μl of Opti-MEM medium. Diluted DNA was added dropwise to the diluted Lipofectamine™ 3000 reagent at a 1:1 ratio and incubated for 10 min at room temperature. After incubation, the DNA-lipid complex was added dropwise to Plat-E cells. The cells were then incubated overnight at 37 °C with 5% CO_2_. After 48 h, the virus-containing supernatant was filtered through a 0.45-μm cellulose acetate filter (EMD Millipore) and supplemented with 5 μg/ml polybrene (Sigma-Aldrich). Target cells were incubated overnight in the virus/polybrene-containing supernatant, and then, the incubation medium was replaced with 10 ml of fresh medium.

### Transplantation of mNRPCs into the SRS of RD1 mice

Cells labeled with GFP were digested into single-cell suspensions and unilaterally transplanted into the SRS of 2-week-old RD1 mice (*n* = 6). The mice were anesthetized with 2% sodium pentobarbital. A 33-gauge needle was inserted into the SRS of the central retina for transplantation after a 30-gauge needle was inserted into the vitreous chamber behind the limbus to create a channel. The mice transplanted with 5 × 10^4^ GFP-mNRPCs in 3 μl of 0.9% NaCl were euthanized 8 or 12 weeks after transplantation. The contralateral eyes received a sham injection of 0.9% NaCl alone or without treatment as controls. The eyes were removed and fixed with 4% PFA overnight at 4 °C and embedded in OCT compound. Frozen eyes were cut into 10-μm cryosections for immunohistochemical and terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assays using in situ cell death detection kit-TMR Red (Roche Diagnostics, Mannheim, Germany) to analyze the survival, and differentiation of GFP-mNRPCs in the recipient retina. To determine whether mNRPCs were tumorigenic in vivo, the cells were transplanted via subcutaneous injection to the nonobese diabetic/severe combined immunodeficiency (NOD/SCID) mice (*n* = 6). All animal procedures were performed according to institutional guidelines and the Guide for the Care and Use of Laboratory Animals issued by the NIH and the guidelines of the animal experimentation ethics committee of Tongji University and in accordance with the Association for Research in Vision and Ophthalmology Statement for the use of Animals in Ophthalmic and Vision Research.

### Statistical analyses

Statistical analysis was performed with GraphPad Prism6 (Graphpad Software, Inc., La Jolla, USA). Colony formation assay and Ki67 positive cell quantification statistical analyses were performed using one-way ANOVA and Sidak’s multiple comparisons test for independent samples. *P* values < 0.05 were considered statistically significant and abbreviated as *P < 0.05, **P < 0.01, and ***P < 0.001.

## Results

### bFGF and CHIR99021 maintained mNRPC self-renewal

Adult mouse retinal tissue was digested, and the cell suspension was plated onto 2% Matrigel-coated cell culture dishes. The cells were cultured using N2/B27 medium supplemented with well-defined neural progenitor cell mitogens bFGF and EGF, and the small molecular compounds CHIR99021 and SB431542 that had been used to maintain self-renewal of neural stem cells [29, 30]. There were small epithelial-like colonies in the dishes after the first 6 days (Additional file 2: Figure S1a). Once the cells reached 80% confluence, the cells were propagated with Accutase (Additional file 2: Figure S1b-f). By subtracting individual growth factor/small molecule from medium, we found that the combination of bFGF and CHIR99021 was sufficient for mNRPC self-renewal. The cells were cultured using N2/B27 medium with bFGF and CHIR99021 in vitro for up to 30 passages, and the cultured cells expressed retinal progenitor markers including PAX6, SIX3, NESTIN, SOX2, and RCVRN (Fig. 1a–i). For further confirmation of the progenitor characteristics, flow cytometry analysis was performed. The results showed that the mNRPCs expressed RPC surface markers, including CD24, CD47, and CD73 [31, 32], but did not express the photoreceptor precursor marker CD15 [33] and the limbus precursor marker CD133 (Prominin-1) [34] (Fig. 1j). Subsequently, we performed RNA-seq experiments to thoroughly study the biological characteristics of mNRPCs. The data were analyzed by LifeMap Discovery to evaluate early or late RPC markers and seven types of mature retinal cell markers. The results showed that the mNRPCs expressed both early RPC markers (Fig. 1k) and late RPC markers (Fig. 1l). However, the expression of mature retinal cell genes in mNRPCs was generally lower (Fig. 1m). The presence of typical RPC markers, such as PAX6, was confirmed by western blot (Fig. 1n) and Q-PCR (Additional file 3: Figure S2). Embryonic retinas at day 14 and 18 were used as positive control for a comparison of the gene expression profiles in Q-PCR analysis. Gene-specific primers of Q-PCR are listed in Additional file 1: Table S3. In summary, we isolated and established a stable RPC line from adult mouse retinas that can be maintained in vitro for a long time.

**Fig. 1:**
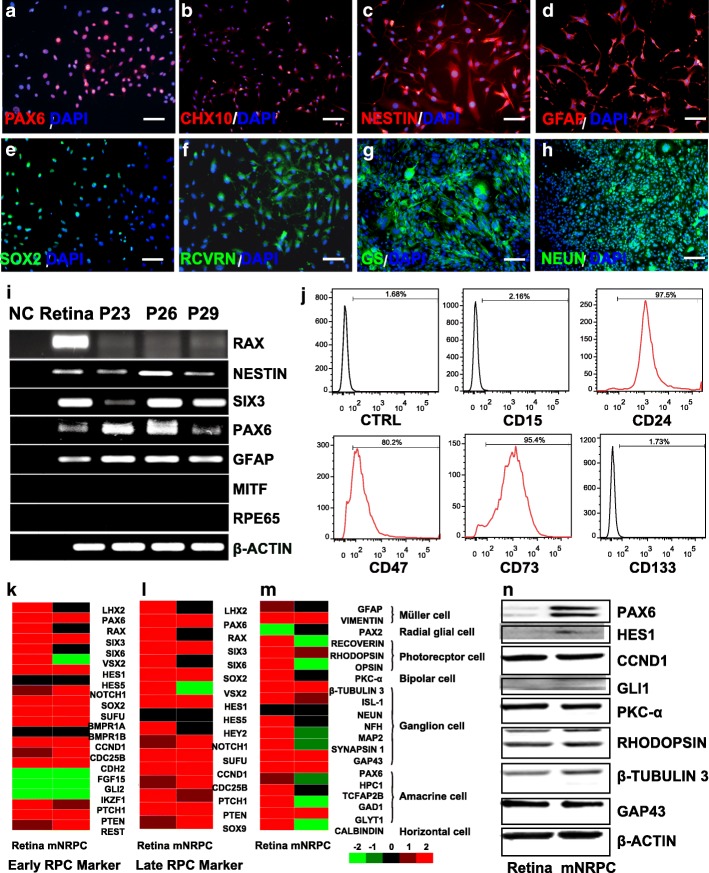
mNRPCs demonstrated typical characteristics of RPCs. **a**–**h** Immunofluorescence assays showed that mNRPCs expressed PAX6 (**a**), CHX10 (**b**), NESTIN (**c**), GFAP (**d**), SOX2 (**e**), RCVRN (**f**), GS (**g**), and NEUN (**h**). Magnification, × 200, scale bar, 100 μm. **i** RT-PCR results showed mNRPCs expressed RAX, NESTIN, SIX3, PAX6, and GFAP, but were negative for MITF and RPE65 at P23, P26, and P29 by mNRPCs. **j** Representative flow cytometry plots showed the expression of CD24 (97.5%), CD47 (80.2%), and CD73 (95.4%), while negative for CD15 and CD133. **k**–**m** Heatmap of the RNA-seq data showed the retinal cell-type specific gene expression profiles of mNRPCs. Black indicates no significant change in expression. Shades of red indicate a significant increase (*P* < 0.05) and green indicates a significant decrease (*P* < 0.05) in mNRPC expression. **n** Western blot confirmed the expression of PAX6, HES1, CCND1, GLI1, PKC-α, RHODOPSIN, β-TUBULIN3, and GAP43. The results are representative of at least three independent experiments, and representative blots are shown

### bFGF promoted G1/S and G2/M phase transitions and the combination of bFGF with CHIR99021 activated Wnt5A/Ca^2+^ signaling

We next analyzed the functions of bFGF (B) and CHIR99021 (C) in mNRPC self-renewal. The cells were cultured with or without bFGF (B) and CHIR99021 (C) in BM and analyzed by the CCK8 assay kit after 1, 3, 5, and 7 days. Both bFGF and CHIR99021 could individually promote the proliferation of the cells compared with BM from day 5 onwards (*P* < 0.001), and the combination of bFGF and CHIR99021 (BC) significantly improved cell proliferation from day 5 onwards compared with the treatment of CHIR99021 (*P* < 0.001) (Fig. 2a). BC did not have a synergistic effect on the cell proliferation compared with B at all test points (*P* > 0.05). However, BC significantly enhanced clonogenicity of mNRPCs. By plating the cells at an ultralow density (100 cells per 60-mm dish), the colony formation ratio was 31%, 51%, 38%, and 60% after 7 days by the treatment with BM, B, C, and BC, respectively (Fig. 2b).

**Fig. 2:**
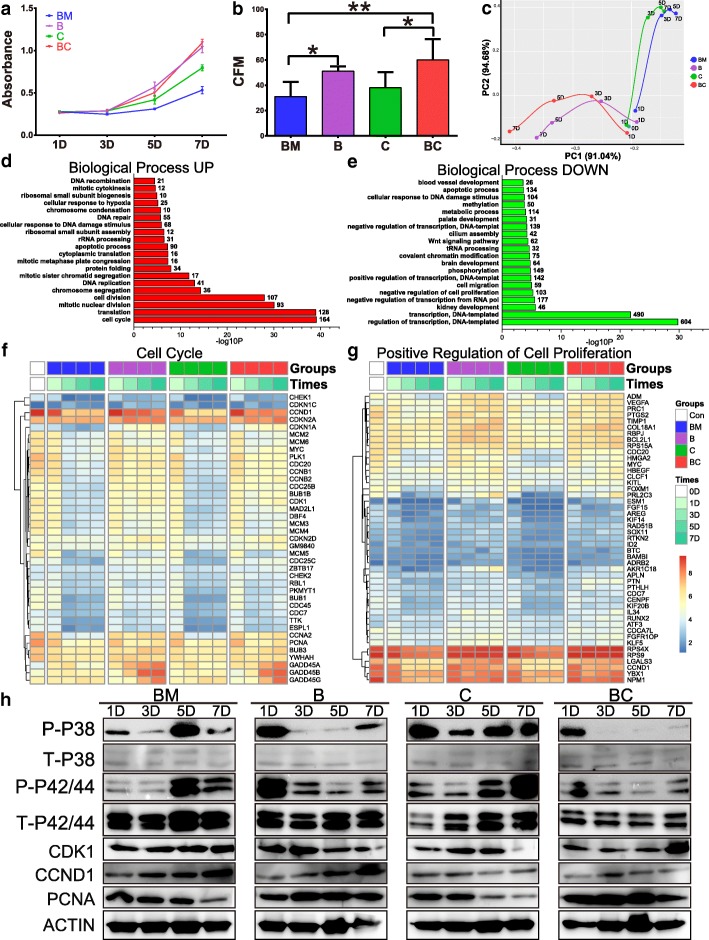
bFGF promoted cell cycle of mNRPCs by stimulating G1/S and G2/M phase transitions. **a** CCK8 assay of the cells with BM, B, C, and BC medium after 1, 3, 5, and 7 days. Data are presented as mean ± SD (*n* = 3). **b** Colony formation assay of the cells with BM, B, C, and BC medium after 7 days. Data are presented as mean ± SD (*n* = 3). *P < 0.05; **P < 0.01 (one-way ANOVA and Sidak’s multiple comparisons test) (GraphPad Prism6). **c** PCA analysis of the mRNA transcriptome in mNRPCs with different treatments at various time. **d**, **e** GO analysis reveals the biological processes altered in mNRPCs on the 7th day. **f**, **g** Heatmap of RNA-seq results showed the expression of genes involved in the biological processes of cell cycle (**f**) and positive regulation of cell proliferation (**g**). **h** Western blot results showed that the MAPK/ERK pathway was activated in all groups and the MAPK/P38 pathway was activated in the BM, B, and C groups but not in BC. The results are representative of at least three independent experiments. Abbreviations: BM, basic medium; B, BM with bFGF; C, BM with CHIR99021; BC, BM with bFGF and CHIR99021; CFM, colony formation

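In the RNA-seq libraries behind Fig. 2c–g, 1 library per treatment and day, the expression of S-phase and G2/M genes was summarised per library. The score of a set was the mean log2(FPKM + 1) of its genes, over 43 S-phase genes and 54 G2/M genes from lists written down before any value was seen. The S-phase score was 4.93 in the day 0 control. On day 7 it was 2.91 in BM, 2.89 in C, 3.28 in B and 3.22 in BC, so it stayed below day 0 in the 4 treatments. The G2/M score was 5.73 on day 0, and on day 7 it was 3.33 in BM, 3.15 in C, 5.21 in B and 5.00 in BC. Each library with bFGF was paired with the library without bFGF of the same day and CHIR99021 treatment (B with BM, BC with C), which gives 8 pairs, and the paired differences were put to an exact two-sided sign-flip permutation test. The S-phase score was higher with bFGF in 8 of 8 pairs, by 0.31 ± 0.19 on average (SD over the pairs, exact p = 0.00781, the smallest p that 8 pairs allow). The test treats the pairs as independent, although the pairs of a day may move together, and signs flipped by day would allow no p below 0.125. The G2/M score was higher by 1.26 ± 0.82 (SD over the pairs) and in 6 of 8 pairs (exact p = 0.0312). The pairs that did not rise in the mean score were those of day 1, with a difference in the G2/M score of -0.01 between B and BM and of -0.07 between BC and C. From day 3 the differences lay between 1.36 and 1.88. Quantile normalization between libraries moved the S-phase difference most, to 0.62. It also turned the day 1 difference of B in the G2/M score to 0.001, so that 7 of 8 pairs were higher. With the median over the set in place of the mean, the day 1 differences in the G2/M score were 0.06 in B and 0.01 in BC, and 8 of 8 pairs were higher (exact p = 0.00781). The FPKM of the median gene was itself lower with bFGF on the later days (B against BM on day 7, -0.46 on the log2 scale). Relative to the median gene of each pair, the S-phase score was higher by 0.56 and the G2/M score by 1.52. With and without CHIR99021, over 8 pairs (C with BM, BC with B), the mean difference was -0.03 in the S-phase score (exact p = 0.555) and -0.16 in the G2/M score (exact p = 0.0703). Without day 1, the G2/M score was lower with CHIR99021 in 6 of 6 pairs, by a mean of -0.25 (exact p = 0.0312, the smallest that 6 pairs allow). In the paper's CCK8 assay, by contrast, CHIR99021 alone promoted proliferation over BM from day 5.

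**Figure D1:**
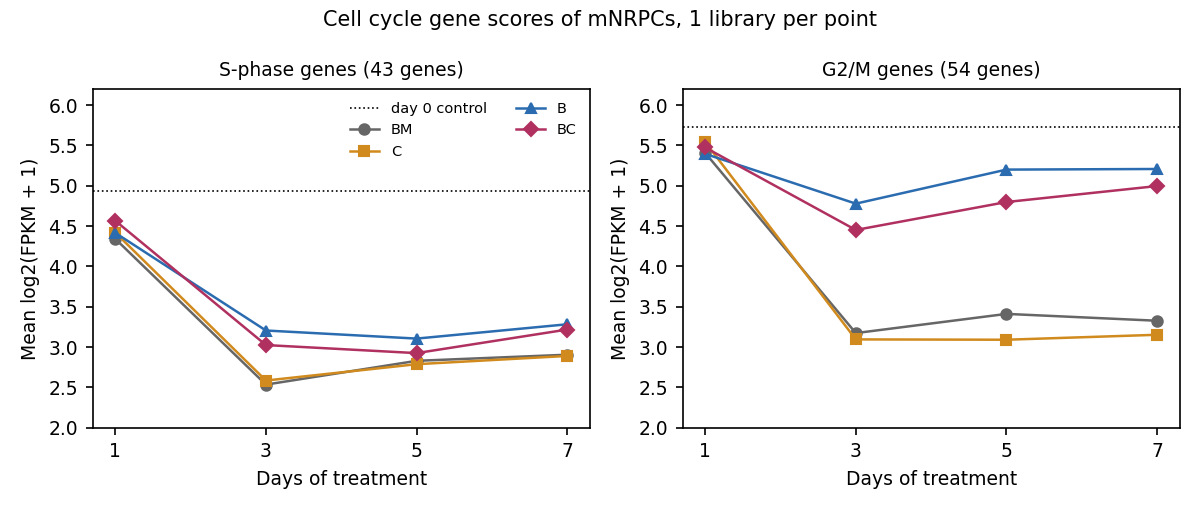
Mean log2(FPKM + 1) of the 43 S-phase genes (left) and the 54 G2/M genes (right) against days of treatment, 1 library per point, with a dotted line at the day 0 control. On day 7 the G2/M score of B (5.21) and BC (5.00) lies above that of BM (3.33) and C (3.15), while on day 1 the 4 treatments lie together.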

We next evaluated the transcriptome expression pattern of the cells by above treatment after 1, 3, 5, and 7 days. 

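The transcriptome was sequenced on the BGISEQ-500 platform in 17 libraries of mNRPCs from C57BL/6 mice, 1 day 0 control and 1 library of each of BM, B, C and BC on each of days 1, 3, 5 and 7. bFGF is a growth factor that signals through FGF receptors, and CHIR99021 is an inhibitor of the kinase GSK-3. The paper gives 10 ng/ml bFGF and 2 μM CHIR99021 for its culture medium, and does not restate the doses for these libraries. No treatment was sequenced more than once on a day, so there are no replicates of one condition. The paper's methods map the reads to the mouse genome with Bowtie 2 and calculate FPKM with eXpress. For each library the authors deposited an expected count per gene, in which reads shared between genes are split, and an FPKM value. They list genes by symbol and Entrez identifier and only from an FPKM of 0.01, and a gene not listed in a library was read as 0 there. The total expected count was 19428744 in the day 0 control. It ranged from 17843055 to 18980140 in BM (median 18305677), from 17654133 to 18936673 in B (median 18185707), from 17875725 to 18796690 in C (median 18394294) and from 17571973 to 18874919 in BC (median 18038321). Between 14820 and 15882 genes were listed per library, and no pair of libraries held identical values. The composition of the libraries differed more than their depth. On day 7 the 10 highest genes took 7.45% of the counts in B and 7.68% in BC, against 3.0% in BM and 3.37% in C. The expected counts were rounded to whole numbers and tested with edgeR's quasi-likelihood test, with TMM normalization and Benjamini-Hochberg adjustment, over genes with a mean FPKM of at least 1 in the fit. The TMM factors of the 16 cultured libraries were 0.79 for B and 0.75 for BC on day 7, against 1.13 for BM and 1.12 for C. For the effect over all days, bFGF, CHIR99021 and the day entered 1 model of the 16 cultured libraries, in which departures from additive effects served as the spread. On day 7 alone, B and BC were compared with BM and C, where the spread within a pair of libraries holds the CHIR99021 effect too. Over days 1 to 7, bFGF changed 7713 of 11272 genes at an adjusted p-value under 0.05, 3896 higher and 3817 lower. Of the alternatives, limma on log2(FPKM + 0.1), which has no TMM scaling, moved the directions most, to 2280 genes higher and 5711 lower. CHIR99021 changed 38 genes in the same model, 6 higher and 32 lower, and this count depended on the test, with 281 genes in DESeq2. The interaction of bFGF and CHIR99021 was past the threshold for 1 gene.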

The cells cultured in BM were used as the control and marked as day 0. 

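Each cultured library was compared with the day 0 control over the 11258 genes with a mean FPKM of at least 1 in the 17 libraries. These are differences between single libraries on the log2(FPKM + 1) scale, with no replicate check and no p-value. After 1 day, 1005 genes differed from day 0 by at least 2 times in BM and 1065 in C, against 488 in B and 483 in BC. On day 3 there were 4232 such genes in BM, 4200 in C, 3166 in B and 3704 in BC. By day 7 the 4 treatments were about equally far from day 0, with 3841 genes in BM, 3983 in C, 3949 in B and 4252 in BC. The directions were not alike. Of those genes, 2374 were higher and 1467 lower than day 0 in BM on day 7, whereas 1335 were higher and 2614 lower in B. The median gene was itself shifted from day 0, by 0.19 in BM and -0.27 in B on the log2 scale. Scaling may thus account for part of the difference in direction, and the directions were not recounted after quantile normalization. Quantile normalization lowered the day 7 counts to 3364 in BM, 3558 in C, 3284 in B and 3444 in BC. Across genes, which are not independent replicates, the Pearson correlation of the log2(FPKM + 1) values with day 0 was 0.801 for BM and 0.849 for B on day 7.

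**Figure D2:**
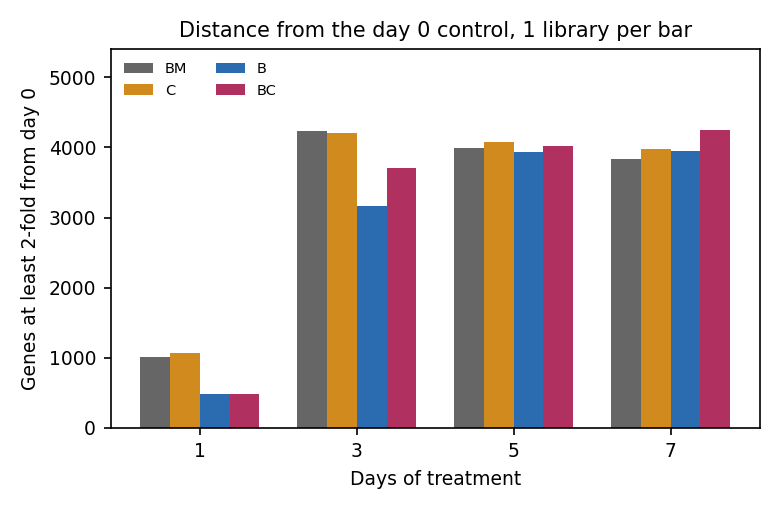
Number of genes whose FPKM + 1 differed from the day 0 control by at least 2 times, against days of treatment, 1 library per bar. On day 1 the bars of B (488) and BC (483) are lower than those of BM (1005) and C (1065), and by day 7 the 4 bars lie between 3841 and 4252.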

Principal component analysis (PCA) was applied to cluster types, by the pcaMethods R package software. 

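The PCA was recomputed on the 1800 genes with the largest variance of log2(FPKM + 1) over the 17 libraries, with the genes as observations and each library centred, a choice made here. The paper's methods describe sorting genes by their fold changes from the values before treatment, at values close to 0, without stating that the genes of the PCA came from that order, and do not name a centring. PC1 held 75.7% of the variance and PC2 14.2%. The PC1 loadings of the 17 libraries were all above 0 and lay between 0.1915 and 0.2894. The share of PC1 therefore holds the expression pattern common to the libraries too, and is not the share that separates the libraries by bFGF. On PC1 the loadings of the libraries with bFGF ran from 0.2466 (BC, day 1) to 0.2894 (BC, day 7), and those of the libraries without bFGF from 0.1915 (C, day 7) to 0.2437 (BM, day 1), so the 2 groups did not overlap in this setting. They did overlap on PC1 in 4 of the 5 alternative settings, for example with a pseudocount of 0.1 (BC on day 3 at 0.2449 and BM on day 1 at 0.2566), and not with the 1800 genes of the largest mean change from day 0. The day 0 control, at 0.2421, lay within the range without bFGF. The separation was narrow on day 1, when B and BC were at 0.2478 and 0.2466 and BM and C at 0.2437 and 0.2414. Within pairs of the same day and CHIR99021 treatment, the library with bFGF was higher in 8 of 8 pairs on PC1 and on PC2, by 1.66 and 1.40 times the SD of the 17 libraries (exact two-sided sign-flip permutation test, p = 0.00781 on each). The shares moved most with the choice of centring. With genes as variables, each centred over the libraries, PC1 held 59.5% and PC2 29.0%, and on that PC2 the difference between pairs was -0.74 SD (exact p = 0.0312). A direct count gave the same grouping. On day 7, B differed from BC by at least 2 times in 51 of 11258 genes and BM from C in 60, while BM differed from B in 4051 and C from BC in 4274.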

Two-dimensional covariance matrix of 1800 genes of 17 samples were clearly classified into 2 populations: without bFGF groups (BM and C) and with bFGF groups (B and BC) (Fig. 2c). Gene ontology (GO) analysis of these two populations on the 7th day revealed that the upregulated genes were enriched in the cell cycle, translation, and cell division categories in groups with bFGF (Fig. 2d), while the downregulated genes were enriched in the DNA-templated transcription categories in the groups without bFGF (Fig. 2e). 

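On day 7, edgeR's quasi-likelihood test found 7852 of 11278 genes different between the libraries with bFGF (B and BC) and those without (BM and C), 3781 higher and 4071 lower. The same comparison on day 1, the alternative that moved it most, gave 1079 genes. The terms of Fig. 2d, e were tested with Fisher's exact test (two-sided) against the 8930 tested genes that carry at least 1 biological process term in the files, over the 37 terms of the panels found there, with Benjamini-Hochberg adjustment. Genes are not independent replicates, so these p-values describe the lists. Among the 3028 annotated genes higher with bFGF, 12 of the 19 terms of Fig. 2d found in the files were enriched. Cell cycle had 113 of its 233 genes in this list (odds ratio 1.87, adjusted p = 4.01e-05 from Fisher's exact test), translation 90 of 129 (odds ratio 4.61, adjusted p = 4.03e-15, Fisher's exact test) and cell division 158 of 282 (odds ratio 2.57, adjusted p = 2.89e-13, Fisher's exact test). The list was also limited to the 612 annotated genes at least 2 times different in both B against BM and BC against C. The odds ratio of cell cycle was then 1.58 and no longer past the threshold (adjusted p = 0.0917, Fisher's exact test). That of translation was larger, at 9.94, as was that of cell division, at 4.06. In this shorter list 13 of the 19 terms were enriched. Among the 3197 annotated genes lower with bFGF, 4 of the 20 terms of Fig. 2e were enriched. Regulation of transcription, DNA-templated had 312 of its 690 genes there (odds ratio 1.53, adjusted p = 1.29e-06, Fisher's exact test). Transcription, DNA-templated had 341 of 910, which was not different from the background (odds ratio 1.08, adjusted p = 0.375, Fisher's exact test), and in the list limited by a difference of at least 2 times its odds ratio was 0.97. The 80 ribosomal protein genes had a median log2 fold change of 2.43 on day 7. The log2 fold change fell with transcript length across genes (Spearman's rho = -0.276 over 11278 genes), and random lists matched on length and expression had a median of 1.03. In the paper's line of reasoning, the PCA first divides the libraries by bFGF, the GO categories of that division on the 7th day follow, and the section's heading states that bFGF promoted the G1/S and G2/M phase transitions.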

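For the 39 cell cycle genes and the 47 genes of positive regulation of cell proliferation displayed in Fig. 2f and Fig. 2g, the mean log2(FPKM + 1) was compared in the 8 pairs that differ in bFGF. The cell cycle genes were higher with bFGF by 1.02 ± 0.63 (SD over the pairs) and the proliferation genes by 1.22 ± 0.59, each in 8 of 8 pairs (exact two-sided sign-flip permutation test, p = 0.00781). With the median over the set, the cell cycle genes were higher in 7 of 8 pairs (exact p = 0.0234), with B on day 1 at -0.04. Because the authors chose these genes for display, the test describes the panels and not an independent selection. With CHIR99021 the cell cycle genes were at a mean difference of -0.16 (lower in 6 of 8 pairs, exact p = 0.0312) and the proliferation genes of -0.18 (lower in 8 of 8 pairs, exact p = 0.00781). The paper's CCK8 assay found more proliferation with CHIR99021 alone than in BM from day 5, and no synergy of BC over B. Its KI67 ratio on day 7 was not lower in C than in BM, or in BC than in B. These RNA differences are therefore not read as lower proliferation. Cyclin D1 (Ccnd1, Entrez gene 12443) had an FPKM of 751 on day 0. On day 7 its FPKM was 129 in BM, 82.9 in C, 272 in B and 253 in BC, a log2 fold change with bFGF of 1.83 (standard error 0.23, adjusted p = 0.000316 from edgeR's quasi-likelihood test). Cdk1 (Entrez gene 12534) had an FPKM of 69.6 on day 0 and on day 7 of 8.53 in BM, 7.61 in C, 43.1 in B and 48.4 in BC (log2 fold change 3.02, standard error 0.15, adjusted p = 1.31e-05 from edgeR's quasi-likelihood test). The day 7 log2 fold change was 3.60 for Ccna2, 2.22 for Ccnb1, 1.97 for Myc and 1.27 for Pcna, and from 1.14 (Mcm6) to 1.91 (Mcm3) for Mcm2 to Mcm6. The log2 fold changes of edgeR's test include TMM scaling, which made them larger than the differences as deposited. On the log2(FPKM + 1) scale, the day 7 differences of B and BC were 1.07 and 1.60 for Ccnd1, 0.80 and 0.69 for Pcna, and 0.47 and 0.72 for Mcm6. Pcna was not higher in BC than in C on day 5 (-0.08). Ccna2 was not higher on day 1, when its FPKM was 105 in BM and 101 in B. Myc and Ccnd1 were lower with CHIR99021 in 8 of 8 pairs, with mean differences of -0.71 and -0.45 (exact p = 0.00781 each). Inhibitors of the cell cycle in the same panel also rose. The FPKM of Cdkn1a (Entrez gene 12575) went from 8.46 on day 0 to 47.8 in B and 44.9 in BC on day 7, against 3.27 in BM and 4.48 in C (log2 fold change 4.10, standard error 0.18, adjusted p = 1.05e-05 from edgeR's quasi-likelihood test). The day 7 log2 fold change of Cdkn2a was 1.36, that of Gadd45a 3.86, of Gadd45b 3.65 and of Gadd45g 2.69. On day 1, Gadd45b and Gadd45g were lower with bFGF than without, on day 3 Gadd45g was lower in both pairs and Gadd45a in BC, and over all days Gadd45g was not past the threshold in edgeR's test (adjusted p = 0.18). Among the largest log2 fold changes of the day 7 comparison were those of Ndufa4l2 (11.25), Hist1h2ao (9.31), Sprr2h (8.63) and Wfdc13 (8.58) upward and of Col4a3 (-13.88), Col14a1 (-11.16), Crybb2 (-11.09), Gm40363 (-10.94) and Cyp1b1 (-10.62) downward. Each of these genes had an expected count of 0 in at least 1 of the 4 libraries, so the size of its change is poorly determined, and Hist1h2ao and Sprr2h belong to families whose near-identical copies can share reads.

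**Figure D3:**
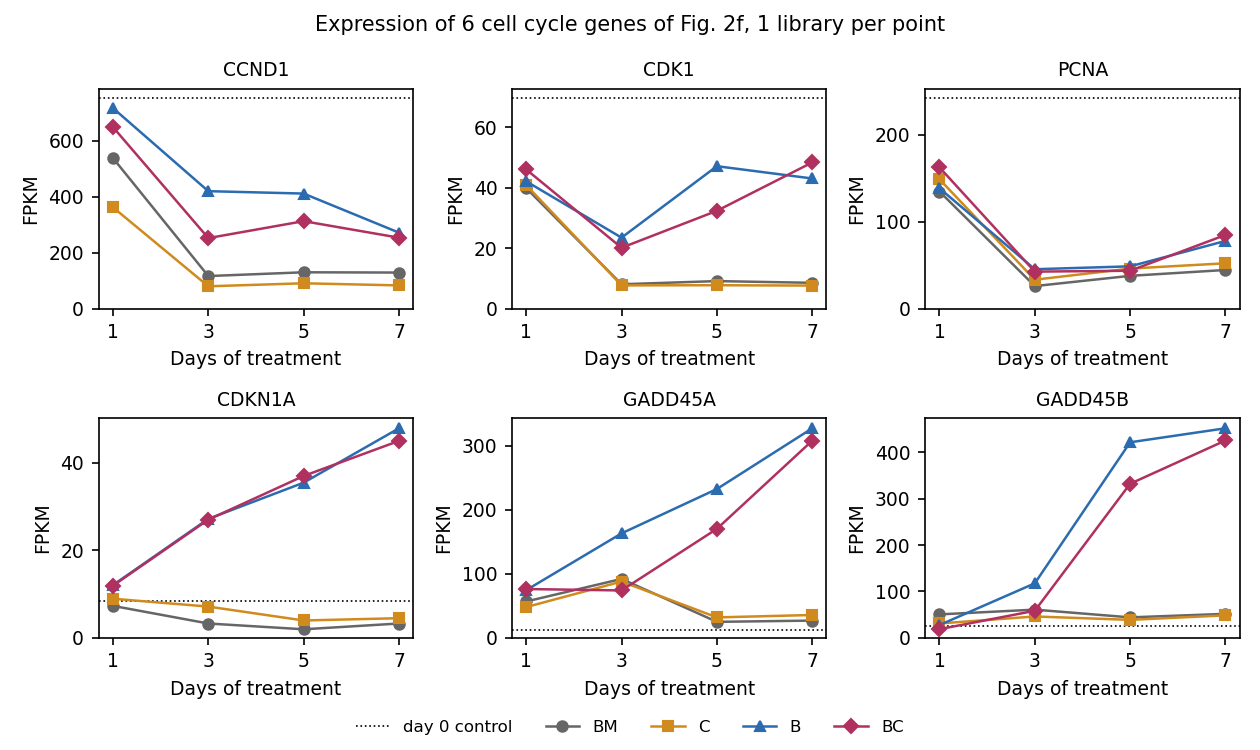
FPKM of Ccnd1, Cdk1, Pcna, Cdkn1a, Gadd45a and Gadd45b against days of treatment, 1 library per point, with a dotted line at the day 0 control. On day 7 the points of B and BC lie above those of BM and C for each of these genes, Cdk1 at 43.1 and 48.4 against 8.53 and 7.61 and Cdkn1a at 47.8 and 44.9 against 3.27 and 4.48.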

Heatmap of RNA-seq results showed the expression of genes involved in the biological processes of cell cycle (Fig. 2f) and positive regulation of cell proliferation (Fig. 2g). Next, we evaluated the regulatory pathways that participated in the cell proliferation at the protein level by western blotting. The results showed that the MAPK/ERK pathway was activated in all groups to varying degrees (Fig. 2h); the MAPK/P38 pathway was activated in the BM, B, and C groups but not in the BC group; and MAPK/JNK was not activated in all groups (Additional file 4: Figure S3a). In addition, only the B group showed activation of the canonical Wnt pathway and β-catenin phosphorylation at the S33/37/T41, S675, and S552 sites (Additional file 4: Figure S3a). Given that only the BC could maintain long-term self-renewal of mNRPCs and no activation of the canonical Wnt pathway in BC group, we reasoned that additional pathways may function in mNRPC self-renewal. Based on the expression of ligand, receptors, and the downstream signature genes, we identified Wnt5A/Ca^2+^ pathway as a candidate activated in BC group (Fig. 3a, Additional file 4: Figure S3a). Next, we used FlowSight to measure the calcium flux in the cells on the 7th day. We found that the cells had very high calcium flux in the BM and C groups (73.6% and 91.8%; Fig. 3b–d) and very low calcium flux in the B group (14.4%, Fig. 3b–d). Importantly, the calcium flux in the BC group was approximately 58.8% (Fig. 3 b-d). These results suggested that the activation of Wnt5A/Ca^2+^ pathway in the BC group can form a calcium homeostasis, which may regulate mNRPC self-renewal and need further studies in the future.

**Fig. 3:**
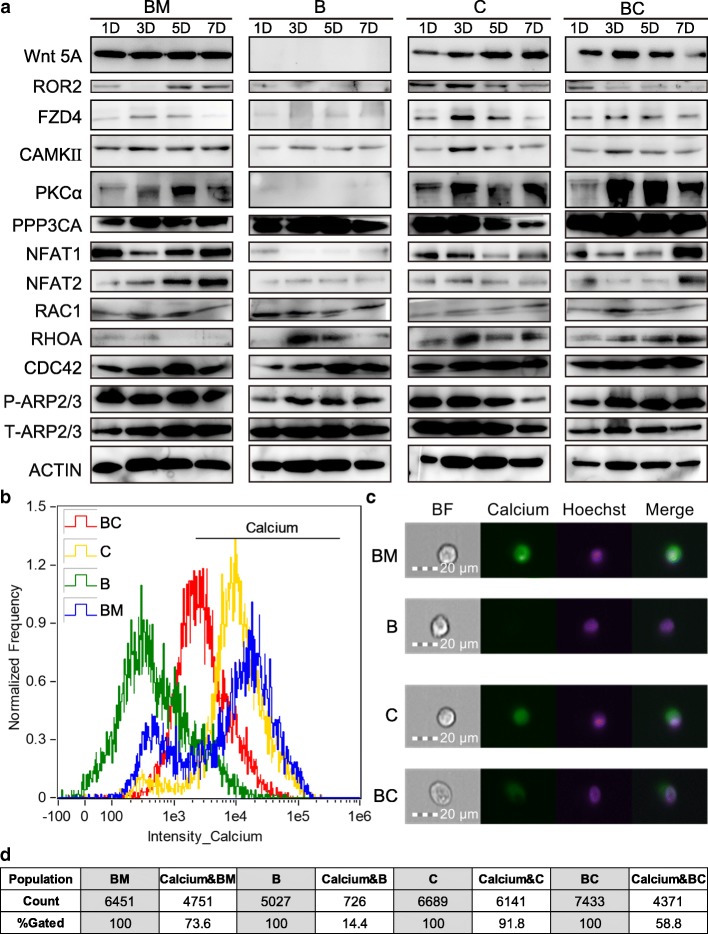
The combination of bFGF with CHIR99021 activated non-canonical Wnt5A/Ca^2+^ signaling pathway and maintained cellular calcium homeostasis. **a** The signature gene expression of Wnt5A/Ca^2+^ signaling pathway was analyzed by western blots. The results are representative of at least three independent experiments and representative blots are shown. **b**–**d** The calcium ion distribution in the cells with different treatments were analyzed on the 7th day using image-based flow cytometry

### mNRPCs can differentiate into mature retinal cells in vitro

To differentiate mNRPCs into RPE, we used an established sandwich induction condition. The cells were suspended with 50 ng/ml fibronectin and plated onto 2% Matrigel-coated cell culture dishes. The cells proliferated (Fig. 4a-c) and eventually differentiated in the sandwich culture. After 8 days, the cells expressed PAX2 (Fig. 4d), RPE cell-specific markers RPE-65 and ZO-1 (Fig. 4e), PAX6 and MITF (Fig. 4f), but not RHO (Fig. 4d). These results suggest that mNRPCs can differentiate into RPE-like cells under a sandwich culture.

**Fig. 4:**
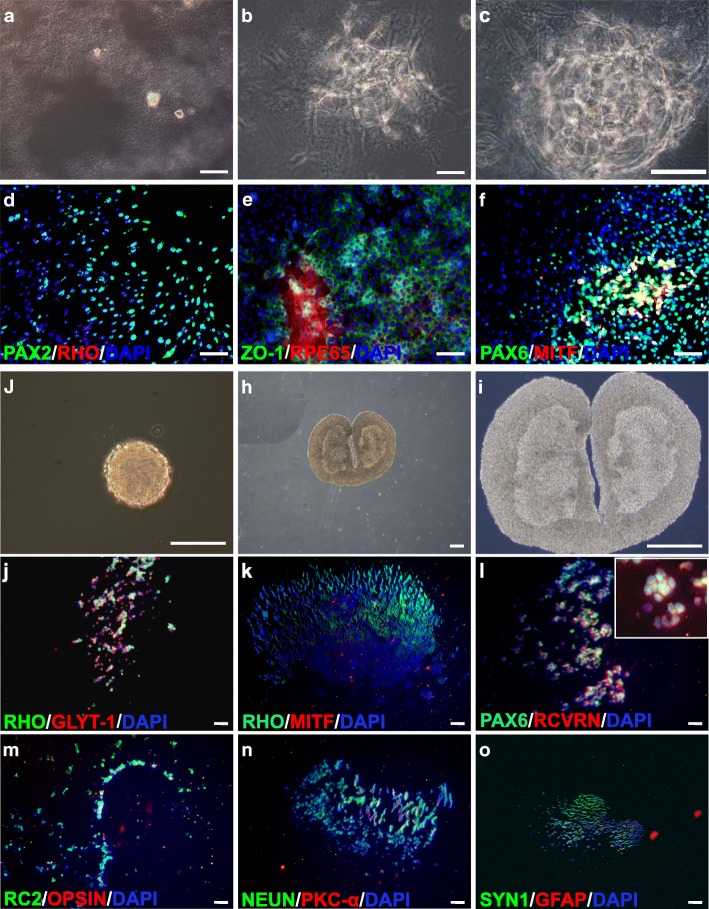
mNRPCs can differentiate into mature retinal cells in vitro*.* **a**–**c** Morphology of mNRPCs in the sandwich induction system on the 1st (**a**), 3rd (**b**), and 5th (**c**) day. **d**–**f** Eight days after sandwich induction, the cells expressed RPE associated genes, including PAX2 (**d**), ZO-1 and RPE-65 (**e**), and PAX6 and MITF (**f**). **g**–**i** Cells cultured in 3D condition will form spheres and can differentiate into rod photoreceptor-like cells. Spheres under bright field after 10 days (**g**) and 3 weeks (**h**, **i**). **j**–**o** Three weeks after 3D induction, differentiated cells expressed GLYT-1 (**j**), RHO (**j**, **k**), PAX6 and RCVRN (**i**), RC2 (**m**), NEUN and PKC-α (**n**), SYN1 (**o**), but did not express MITF (**k**), OPSIN (**m**), and GFAP (**o**). Magnification, × 200 (**a**, **b**, **d**–**f**), × 400 (**c**, **g**, **i**), × 100 (**h**, **j**–**o**); scale bars, 100 μm (**a**–**h**, **j**–**o**), 50 μm (**g**, **i**)

To induce rod photoreceptors, the cells were cultured on the low-attachment culture dishes to form spheres (Fig. 4g–i). Three weeks later, the rod photoreceptor cell-specific markers RHO (Fig. 4j, k) and RCVRN (Fig. 4l) were detected, which indicated the cells differentiate into rod photoreceptor-like cells in a 3D culture condition. Meanwhile, the cells expressed some other mature retinal cell markers, such as the amacrine cell-related markers GLYT-1 (Fig. 4j) and PAX6 (Fig. 4l), the radial glial cell-related marker RC2 (Fig. 4m), the ganglion cell-related markers NEUN (Fig. 4n) and SYN1 (Fig. 4o), and the bipolar cell-related marker PKC-α (Fig. 4n). Above data further confirmed that mNRPCs are multipotent RPCs.

### Transplantation of mNRPCs in RD1 mice

In order to evaluate their in vivo potential, mNRPCs labeled with GFP at passages 15–18 were transplanted into the SRS of RD1 mice, in which rod photoreceptor cells completely degenerated by 35 days after birth. The transplanted cells showed obvious migration in the recipient retina after 12 weeks (Fig. 5a, a′–a″). The recipient retina with transplanted cells was obviously thicker than the retina without transplanted cells (Fig. 5a) and control retina of age-matched RD1 mice without transplantation cells (Fig. 5b), indicating certain migration of the transplanted cells. TUNEL results showed that the cells can survive in vivo after 12 weeks (Fig. 5c, d, d1–4). Meanwhile, photoreceptor cell marker rhodopsin can be detected in some parts of retina 12 weeks after transplantation (Fig. 5e), and a few of GFP-positive cells co-expressed rhodopsin (Fig. 5e1–4). Additionally, some GFP-positive cells also expressed GFAP (Fig. 5f, f1–4), PAX6 (Fig. 5g, g1–4), and GLTY-1 (Fig. 5h, h1–4), indicating that transplanted cells can also differentiate into astrocytes and amacrine cells in vivo. The cells did not form tumors when transplanted into nonobese diabetic/severe combined immunodeficiency (NOD/SCID) mice after 6 months, showing the safety of the transplantation in vivo.

**Fig. 5:**
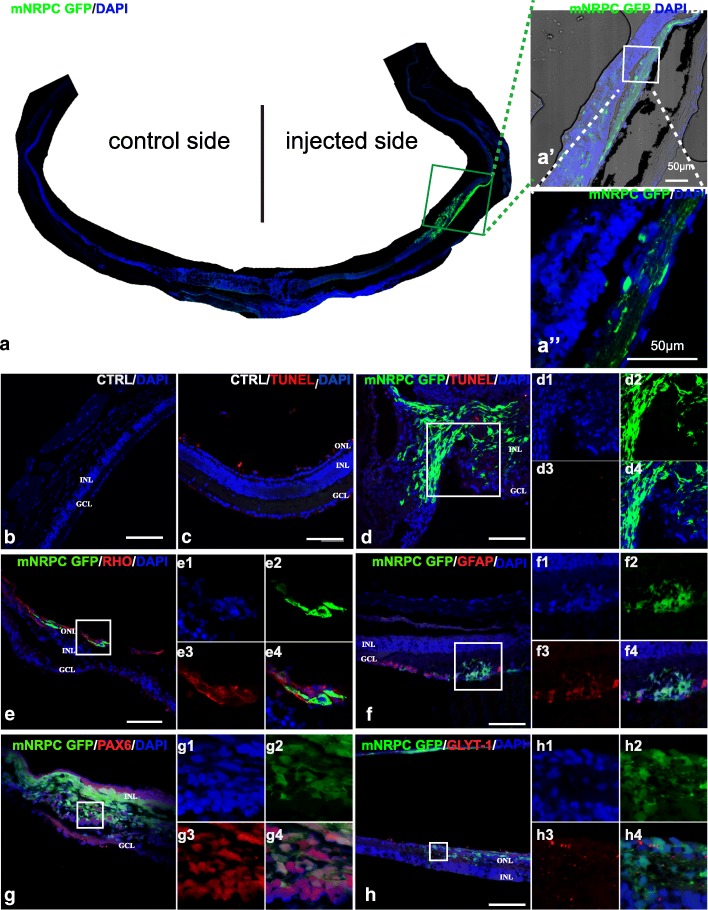
In vivo differentiation of GFP-labeled mNRPCs 12 weeks after transplantation into the SRS of RD1 mice. **(a)** Location of transplanted cells in the recipient retina tissue after 12-week transplantation. A composite image of one retinal cryosection under a × 40 objective lens showing the location of GFP positive transplanted cells in the recipient retina (**a**), highlighted image with phase contrast (**a′**), and highlighted merged image of **a′** (**a″**). The cells were transplanted on the right side. **b** The age-matched RD1 mice retina without cell transplantation. **c**, **d** The TUNEL staining results showed that some GFP-positive cells still exist in the recipient retina after 12-week transplantation (**d**, **d1**–**d4**) compared with 4-week old RD1 mice retina without treatment (**c**). **e**–**h** Representative immunohistochemical staining results of the recipient retina after 12-week transplantation. In recipient retina, positive expression of rhodopsin (red) can be detected (**e**, highlighted in **e1–4**). GFP-positive cells also coexpressed GFAP (red) **(f**, highlighted in **f1–4**), PAX6 (red) (**g**, highlighted in **g1–4**) and GLYT-1 (red) (**h**, highlighted in **h1–4**). Magnification, × 200 (**b**), × 400 (**a**′, **a**″, **c**–**i**); scale bars, 50 μm

## Discussion

Self-renewing RPCs would be essential to generate sufficient progenitors and their descendent functional cells for therapeutic applications. In order to maintain RPCs in vitro, we tried to culture freshly isolated RPCs in a chemically defined medium with different growth factors and chemical compounds (including EGF, bFGF, CHIR99021, and SB431542) that have been reported in neural stem cell maintenance [21, 35–46]. After many trials, we found that the combination of bFGF and CHIR99021 could sustain the long-term in vitro culture of RPCs. We found bFGF and CHIR99021 could activate Wnt5A/Ca^2+^ pathway and maintain cellular calcium homeostasis. In addition, present study showed that self-renewing mNRPCs had the potential to generate photoreceptor-like cells and RPE in vitro. Most importantly, mNRPCs were able to migrate into the INL and GCL and demonstrated multipotent differentiation.

There is still no highly efficient treatment for many genetic or chronic eye diseases that would lead to blindness. Some laboratories reported that transplanting freshly isolated sheets of fetal RPCs with RPE cells at the same time was successful in both animals and humans [47]; however, this approach needs fresh tissues. Tissue shortage and allograft immunogenicity limit the application of this approach. Generation of RPCs from iPSCs was alternative approach and would be especially useful, as it could make the patient tailored cell therapy possible. Our study will be useful to capture and maintain human RPCs from tissues or during iPSC differentiation. Renewable human RPCs could not only provide sufficient progenitors, but also their descendant functional cells for cell therapy for retina-associated diseases.

## Conclusion

In this report, we isolated and maintained adult mouse retinal progenitor cells (RPCs) under a chemically defined culture. The self-renewing mNRPCs could differentiate into rod photoreceptor-like cells and retinal pigment epithelium (RPE)-like cells by in vitro induction. The cells survived for more than 12 weeks, migrated into the retina, and demonstrated multipotent differentiation when transplanted into the SRS of RD1 mouse. Our data revealed that activation of non-canonical Wnt5A/Ca^2+^ pathway may participate in regulating RPC self-renewal in vitro. The study presents a very promising platform to expand RPCs for future therapeutic application.

## Additional files

Additional file 1: **Table S1.** Primers used in RT-PCR experiments. Table S2 Antibodies used in immunostaining, flow cytometry, and WB. Table S3 Primers used in Q-PCR experiments.

Additional file 2: **Figure S1.** Morphology of mNRPCs at different passages. (a) Six days of primary culture, (b) 12 days of primary culture, (c) P1, (d) P4, (e) P9, and (f) P27. Magnification, × 100; Scale bar, 200 μm.

Additional file 3: **Figure S2.** Q-PCR verification analysis of the gene expression profiles of mNRPCs. Embryonic retinas at 14th and 18th day, and 8-week-old adult mouse retinas used as control. The heatmap shows processed ΔCt values. GAPDH was used as reference gene for normalization. Shades of red indicate a higher ΔCt, and black indicates a lower ΔCt.

Additional file 4: **Figure S3.** bFGF can activate the canonical Wnt pathway. (a) The western blot results showed that bFGF can activate the canonical Wnt pathways and caused β-catenin phosphorylation at the S33/37/T41, S675, and S552 sites. The results are representative of at least three independent experiments, and representative blots are shown. (b) The co-immunostaining of NFAT1 and KI67 on the 7th day of the cells with BM, B, C, and BC medium. Magnification, × 200; Scale bar, 50 μm. (c) KI67 positive cells were quantified on the 7th day with BM, B, C, and BC medium. The results showed KI67 positive ratio in BM (17.83 ± 0.32%), B (58.08 ± 2.81%), C (19.96 ± 2.35%), and BC (64.19 ± 5.27%). Data are presented as mean ± SD (*n* = 3). ***P < 0.001 (one-way ANOVA and Sidak’s multiple comparisons test).

## Abbreviations

3D: Three-dimensional
AMD: Age-related macular degeneration
BM: Basic medium
BSA: Bovine serum albumin
CDM: Chemically defined medium
CFA: Colony formation assay
GCL: Ganglion cell layer
GFP: Green fluorescent protein
GO: Gene ontology
ICC: Immunocytochemistry
INL: Inner cell layer
iPS: Induced pluripotent stem
mNRPCs: Mouse neural retina progenitor cells
NOD/SCID: Nonobese diabetic/severe combined immunodeficiency
PBS: Phosphate-buffered saline
PCA: Principal component analysis
PCR: Polymerase chain reaction
PFA: Paraformaldehyde
RGC: Retinal ganglion cell
RP: Retinitis pigmentosa
RPC: Retinal progenitor cell
RPE: Retinal pigment epithelium
SRS: Subretinal space
TUNEL: Terminal deoxynucleotidyl transferase dUTP nick end labeling

# Supplementary material for: The combination of bFGF and CHIR99021 maintains stable self-renewal of mouse adult retinal progenitor cells
**Source:** Stem Cell Res Ther. 2018 Dec 13;9:346. doi: 10.1186/s13287-018-1091-y
**Supplement:** Supplementary file 1 — Table S1. Primers used in RT-PCR experiments. Table S2 Antibodies used in immunostaining, flow cytometry, and WB. Table S3 Primers used in Q-PCR experiments.

**Supplemental** **Methods**

**Quantitative Real-Time PCR (Q-PCR)**

Total RNA was extracted and [reverse transcription](https://www.sciencedirect.com/topics/neuroscience/reverse-transcriptase) was performed using the Primescript™ RT Master Mix kit (Takara, Japan). Real-time [PCR](https://www.sciencedirect.com/topics/medicine-and-dentistry/polymerase-chain-reaction) was performed in a CFX Connect™ Real-Time PCR Detection System (Bio-Rad, Hercules, USA) by using SuperReal Premix plus (SYBR green) kit (Tiangen Biotech, Beijing, China). PCR amplification was carried out in triplicate and the conditions were 95 °C for 5 min, 94°C for 30 sec, 60 °C for 40 s for 40 cycles. A melting curve was generated to analyze the specificity of the reactions. The relative expression level was calculated as ΔCt [ΔCt = Ct^Target^ − Ct^GAPDH^]. The heatmap of ΔCt was obtained by the Heml software. [Primer](https://www.sciencedirect.com/topics/medicine-and-dentistry/primer-molecular-biology) sequences are listed in [Table 2](https://www.sciencedirect.com/science/article/pii/S0014483518301647?via%3Dihub" \l "tbl1).

**Table S1: Primers used in RT-PCR experiments**

| **Genes** | **Forward (5’-3’)** | **Reverse (5’-3’)** |
| --- | --- | --- |
| RAX | CCCTGAGGCTAAACTTGCAG | GTTCCCTTCTCCTCCTCCAC |
| NESTIN | TCAGCGTCAAGAGGAAGTGAG | TGATAGGGACAGGGGTAGGG |
| SIX3 | CGACTCGGAATGTGATGTATG | TGGAGTAGAAGAAGAGGAAGAG |
| PAX6 | GCAATGGCCTCCTCCATGAT | AGTGATGTCGTTGTTGGCCT |
| GFAP | ATACCCTTCACCTTCAACTAAC | CTCTGCTCATCTTTCCTCTTC |
| MITF | TGTGACCTCCTTTGAAATTAAC | CCTCCTCTTCTCCTTCTTCT |
| RPE-65 | ACTAACAGCTCATGTCACAGGC | AAACAGGTGATAGAAAGGCTCAG |
| β-ACTIN | TGACGTTGACATCCGTAAAG | AGGAGCCAGAGCAGTAAT |

RAX: retina and anterior neural fold homeobox; SIX3: sine oculis-related homeobox 3; PAX6: paired box 6; GFAP: glial fibrillary acidic protein; MITF: microphthalmia-associated transcription factor; RPE-65: retinal pigment epithelium 65.

**Table S2: Antibodies used in immunostaining，Flow Cytometry and WB**

| **Antibodies** |  | **Source** | **Dilution** |
| --- | --- | --- | --- |

PAX6: paired box 6;

SOX2: SRY (sex determining region Y)-box 2;

CHX10: synonyms of VSX2, visual system homeobox 2;

SIX3: sine oculis-related homeobox 3;

MITF: microphthalmia-associated transcription factor;

PKC-α: protein kinase C alpha;

NEUN: neuronal nuclei;

RCVRN: recoverin;

GS: glutamine synthetase;

ZO-1: synonyms of TJP1, tight junction protein 1;

GFAP: glial fibrillary acidic protein;

HES1: hes family bHLH transcription factor 1;

RAC1: Rac family small GTPase 1;

CDC42: cell division cycle 42;

RhoA: ras homolog family member A;

GAP43: growth associated protein 43;

RHO: rhodopsin;

ARP2/3: actin related protein 2/3 complex;

CCND1: cyclin D1;

CALCINEURIN: Old name of PPP3CA, protein phosphatase 3;

FZD: frizzled class receptor;

CDK1: cyclin-dependent kinase1;

CAMK2: calcium/calmodulin-dependent protein kinase II;

CTNNB: β-Catenin;

PCNA: proliferating cell nuclear antigen;

C-MYC : myelocytomatosis oncogene C;

NFAT: nuclear factor of activated T cells;

ROR2: receptor tyrosine kinase-like orphan receptor 2;

LRP6: low-density lipoprotein receptor (LDLR) protein;

FRZB: secreted frizzled-related protein 3.

**Table S3: Primers used in Q-PCR experiments**

| **Genes** | **Forward (5’-3’)** | **Reverse (5’-3’)** |
| --- | --- | --- |

| LHX2 | GCCTCAAGTGCTGTGAAT | CGCCTGTAGTAGTCTTCTTTG |
| --- | --- | --- |
| PAX6 | ACACAGCAGTTGGGTATTC | GTCCTTGGTTCTAGTCCATTC |
| RAX | AAGGCCAAAGAGCACATC | GCAGGGCTAGCAAAGAAA |
| SIX3 | CGACTCGGAATGTGATGTATG | TGGAGTAGAAGAAGAGGAAGAG |
| SIX6 | CGCAGCATGGAGTCTTATT | CGGTTAGTTAGCGGTTTATCT |
| HES1 | GGCGAAGGGCAAGAATAA | GAATGTCTGCCTTCTCTAGC |
| VSX2 | CTCCCAGAAGACAGGATACA | GGCTCCATAGAGACCATACT |
| SOX2 | GGGAGAAAGAAGAGGAGAGA | CGCGATTGTTGTGATTAGTTT |
| NOTCH1 | CAACTGTCCTCTGCCATATAC | CTTCAGACTCCTTGCATACC |
| BMPR1A | GTTCGGCAGGTTGGTAAA | GCTAGCTTCTTCAGTGGTAAA |
| IKZF1 | TCTCAGCTCTCCTGACATATAG | CTAGAATGTTCCTGGCATCTAC |
| CCND1 | GGGACAACTCTTAAGTCTCAC | GGCAGCCTTTCCCATAAA |
| FGF15 | CCAGTCTGTGTCAGATGAAG | GGAAGCAGTTGGAGACATAG |
| PTCH1 | CTCCTAGGTAAGCCTCCTTTA | GCTGTCCACTTGGTAGTTTAT |
| REST | CTGGGAAGTTTGGAGCTAAG | CTGGAGCGGGATCTTTATTG |
| HES5 | TCACCTCAAGGTCCACAT | CCCACCCATACAAAGGAATC |
| SUFU | GAGTCCTTCTGCCAACATC | GTCCGTCTGTTCCTGTAAAC |
| GLI2 | GTTGCTGTGGACTAGGAATAG | GAGAAATAGGAGCGGGTAAAC |
| BMPR1B | GGCTCACAAGTCCCTAATAATC | CATTGCCTTTCCATCCATAAAC |
| CDC25B | TGAGGCCACCTACCTTATAG | AGTGGAGTGAGACAGGAAA |
| CDH2 | TGAAACGGCGGGATAAAG | CCTCCACCTTCTTCATCATATT |
| PTEN | CAGTAGAGGAGCCATCAAATC | GAGTCAGTGGTGTCAGAATATC |
| HEY2 | AAGATGCTCCAGGCTACA | CACTTCTGTCAAGCACTCTC |
| SOX9 | GAAAGGAAGGAAGGAAGGAAG | AAGCTCACCAATGCTCTATG |
| GFAP | ATACCCTTCACCTTCAACTAAC | CTCTGCTCATCTTTCCTCTTC |
| PAX2 | CTAAGATGGCAGAACCAACC | CTACCGAGAGAGCAACTACA |
| RHODOPSIN | CCTGTTGGAAGGCTACTTTAG | AGGAGAAGGCAGGAGTAAA |
| PKC-α | CAAAGAGGAGGAAGCAGAAG | GGAAAGCCCATGCAGATTA |
| ISL-1 | CATCTAGAGGAAGAGCAGAAAC | GCAAGGCAGTGACCAATA |
| NFH | ACAAGAGAAACACCCAGAATAG | ACGGAGGGAAAGGAAGAA |
| SYNAPSIN 1 | CCACTTCTCATTCCTCAGTATG | TGACCAGGAACAGGATTCTA |
| HPC1 | TCAGTCAGACTACCGAGAAC | TCCAGCATGTCTTCCAATTC |
| GAD1 | CTGTAGAGACACCCTGAAGTA | AGCCATTCACCAGCTAAAC |
| CALBINDIN | CTCTGTGTGCTCTCTGATTAAA | GATACCCTTGGTGGAAATGAA |
| VIMENTIN | GAGAAATTGCAGGAGGAGATG | TCAAGACGTGCCAGAGAA |
| RECOVERIN | CTGAGAAGATCTGGGCATTC | CAGTCGCAGAATTTCCTTATTG |
| OPSIN | TATGCCTTCCACCCTCTT | TGCCGGTTCATAAAGACATAG |
| β-TUBULIN 3 | CATTCTGGTGGACTTGGAAC | CACCACTCTGACCAAAGATAAA |
| NEUN | GGCCGTGCTGTGTATAAT | GCTGCATAGCCTCCATAAA |
| MAP2 | CCAGTTTCTCTCTGGCTTTAG | CCCAGAGTGTGTGAGTTTATT |
| GAP43 | GCTGTGCTGTATGAGAAGAA | TTTGGTCGCAGCCTTATG |
| TCFAP2B | GCAACATCTCTGCTCCTATC | CTGCCCTTTCTACTCCTTTC |
| GLYT1 | TCCAGGGTCTCTATCCTTTG | CCCTTCTTTCCCTCCATAAAC |

RAX: retina and anterior neural fold homeobox; SIX3: sine oculis-related homeobox 3; PAX6: paired box 6; GFAP: glial fibrillary acidic protein; MITF: microphthalmia-associated transcription factor;

How the deposited data were processed for this re-analysis (not part of the article)

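RNA-seq of mNRPCs was analysed in 17 libraries: 1 day 0 control, and 1 library of each of BM, B (BM with bFGF), C (BM with CHIR99021) and BC (BM with both) on each of days 1, 3, 5 and 7. The treatment and day of each library were taken from the sample labels and checked against the groups and days the paper names. The paper describes day 0 as cells cultured in BM in its results and as the values before treatment in its methods, and the library was used as the day 0 control without further assumption. There are no replicates of one treatment and day.

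The authors sequenced on the BGISEQ-500 platform, mapped the reads to the mouse genome with Bowtie 2 and calculated expression with eXpress. The paper's text names no genome build, annotation or program version for these steps, so no coordinates are given. The authors deposited for each gene an expected count, an estimated number of reads that need not be whole because reads shared between genes are split, and between 63.9% and 66.6% of the counts in a library were whole numbers. The authors also deposited an FPKM value per gene, scaled by transcript length and by the library's total, and listed genes from an FPKM of 0.01. A gene not listed in a library was read as 0 there. In all, 18836 genes were listed in at least 1 library and 12882 in all 17. The paper's own steps after that were DESeq for differential expression, a log2 transformation of FPKM + 1, pcaMethods for the PCA and DAVID for GO terms. Its text names no design for DESeq.

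The depth was even. Total expected counts ran from 17571973 to 19428744 with a median of 18274989, so depth differences between treatments were small beside the differences in composition. The biological coefficient of variation that edgeR estimated was 13.5% in the day 7 comparison and 24.7% in the model of days 1 to 7. Without replicates, these hold the CHIR99021 effect (day 7) or the departures from additive effects (days 1 to 7), and not the spread between cultures.

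Expected counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, glmQLFit and glmQLFTest, Benjamini-Hochberg adjustment, threshold 0.05), over genes with a mean FPKM of at least 1 in the fit. The day 7 comparison set B and BC against BM and C. The model of days 1 to 7 had bFGF, CHIR99021 and the day as terms, and a further model added the interaction of bFGF and CHIR99021. For gene sets and single genes, the mean log2(FPKM + 1) was compared in the 8 pairs of libraries of the same day that, by their labels, differ in 1 factor only, with an exact two-sided sign-flip permutation test over the 256 sign patterns. The smallest p it can give is 0.00781, and 0.0312 over the 6 pairs without day 1. It treats the pairs as independent. Pairs of the same day may share what is particular to that day, and flipping signs by day would allow no p below 0.125. GO terms were those of Fig. 2d, e, matched by name to the biological process terms in the files, which 13778 of 18836 genes carry. They were tested with Fisher's exact test in scipy 1.17.1 under Python 3.11.15, over 37 terms. Of the terms in the panels, 1 (mitotic nuclear division) was carried by no gene of the files and was not analysed here. numpy 2.4.6 and pandas 2.3.3 handled the tables, and matplotlib 3.10.9 drew the plots.

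The alternatives were no filter on low values, a minimum mean FPKM of 5, DESeq2 1.42.0 on the rounded counts, limma 3.58.1 on log2(FPKM + 1), a pseudocount of 0.1, quantile normalization, CHIR99021 as a covariate or left out as one, the same comparison on other days, leaving out day 1 or each library in turn, other lists and backgrounds for GO, other gene choices and centrings for the PCA, and the median in place of the mean of a set. The 9 gene sets were fixed in advance. The S-phase and G2/M sets are the lists distributed with the Seurat program, with symbols in mouse form, and the lists of Fig. 2f, g are the paper's. A set of 16 p53 target genes was added later. The rule for naming genes was to name the 16 genes the paper names for the G1/S and G2/M phases, the 5 largest rises and 5 largest falls on day 7 among genes past the threshold with a mean FPKM of at least 1 and the same direction in both pairs, and, as values in the closing section, marker and Wnt genes of Fig. 1, Fig. 3a and the canonical Wnt list. Some genes that this rule selects are not reported here. For checks of length and GC content, a list's median log2 fold change was set against 10000 random lists matched on that property and on mean expression in 5 bins each. Lengths came from the files. GC content came from the transcripts of GENCODE M21 (GRCm38.p6), matched by symbol to 96.5% of the 11278 genes of the day 7 comparison.

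The fits across genes were tested on simulated data with 200 changed genes. Each was changed by 1 or 2 on the log2 scale, in either direction, and no other effect of treatment or day was simulated. In the day 7 comparison over 11278 genes, edgeR recovered 92% of them with 6 false calls among 190. In the model of days 1 to 7 over 11272 genes it recovered 96% for bFGF with 10 false calls among 202, 97% for CHIR99021 with 12 among 206, and 53.5% for the interaction with 4 among 111. With no gene changed, it made 0 calls in each. limma recovered 93% on day 7 with 11 false calls among 197. DESeq2 made more false calls in the model of the days, 32 of 227 for bFGF, 38 of 235 for CHIR99021 and 29 of 164 for the interaction. The GO test found the planted term in 200 of 200 simulated lists over 8930 genes and called 11 of 7400 terms in random lists. The random-list check, on 10888 genes, placed 40 of 40 shifted lists outside the central 95% and 2 of 40 lists that differed only in length. The sign-flip test, in 1000 simulated sets of 8 differences, called 39 without a shift and 997 with a shift of 2 SD. The PCA of 1800 simulated genes gave a PC1 share of 83.1% where 83.3% was planted. The counts of genes against day 0 were not simulated.

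Retinal marker heatmaps (Fig. 1k–m) got no passage, since the paper does not say which of these libraries they show. Western blots, colony, CCK8, calcium, differentiation and transplantation experiments have no data among the files and were not analysed here.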

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

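The tests of GC content, of scaling, of library size, of a few genes taking most of the counts, of length for the stress gene sets and of other splits of the libraries were chosen only after the result was seen. The labels give no batch or date for any library, so a batch that follows the treatment cannot be told apart from it. With bFGF the median gene's FPKM was lower, by a mean log2 difference over the 8 pairs of -0.25 and of -0.46 (B) and -0.50 (BC) on day 7. For some gene sets and genes, but not for all, the change relative to the median gene is given beside the unscaled one. In 16 groups of 4 libraries examined for a library far from the others, 0 were found.

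Among the 25 gene sets and genes compared between day 1 and day 7, 4 had opposite directions with bFGF on the 2 days, in both B against BM and BC against C. The difference between the days was not put to a test. Each day has 1 library per treatment, so the 2 pairs of a day also differ in CHIR99021. For the G2/M score the mean of both differences was -0.0403 on day 1 and 1.86 on day 7, and for Ccna2 it was -0.11 on day 1 and 2.98 on day 7. For the G2/M score the sign of the day 1 difference depends on the processing. In B it was 0.001 after quantile normalization and 0.02 relative to the median gene, while in BC it stayed below 0 under both. With the median over the set in place of the mean, it was 0.06 in B and 0.01 in BC, so both were then above 0. For Ccna2 the day 1 differences relative to the median gene were -0.02 in B and -0.12 in BC. These are small beside the day 7 differences. On day 1 the G2/M score was 5.41 in BM, 5.54 in C, 5.40 in B and 5.48 in BC, against 5.73 in the day 0 control, so a difference between treatments appeared from day 3.

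For Gadd45b the mean difference with bFGF was -0.78 on day 1 and 3.11 on day 7, and for Gadd45g it was -0.89 and 2.16. The genes were not alike on day 3, when Gadd45b was higher with bFGF in both pairs and Gadd45g still lower (-0.42 in B and -0.47 in BC), so that Gadd45g was lower in 4 of 8 pairs. Gadd45a was lower in BC on day 3 (-0.25) and higher in the other 7 pairs. Of the 8 differences on days 1 and 7, 8 kept their sign after quantile normalization, so the change of direction did not depend on scaling between libraries. These genes and Cdkn1a can be induced by p53, and p53 activity was tested as a candidate explanation with 16 other p53 target genes. Their mean difference with bFGF on day 7 was -0.85, and relative to the median gene they were lower in 8 of 8 pairs of all days (mean -0.29, exact p = 0.00781), which goes against general p53 activity as the explanation of the rise. Length and GC content were not tested for single genes. The pairs of a day, which come from separate libraries, gave similar values. Gadd45b was at -0.85 in B and -0.70 in BC on day 1, and at 3.10 and 3.11 on day 7. Gadd45g was at -0.99 and -0.79 on day 1, and at 2.28 and 2.04 on day 7. These values argue against a single odd library as the source of the pattern in Gadd45b and Gadd45g. The pattern may reflect a response to bFGF that changes with time. No treatment was repeated on a day, so the spread between cultures of one treatment is not known.

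The bFGF by CHIR99021 interaction was past the adjusted threshold of edgeR's test for 1 of 11272 genes, with 178 genes at an unadjusted p under 0.05. Of 100 splits that exchanged the labels within days, the real one included, 2 gave at least as many genes. On simulated data this test recovered 53.5% of 200 changed genes, planted with a log2 change of 1 or 2 in either direction. Those data held no other effect of treatment or day, unlike the real libraries. The recovery therefore does not say how many smaller interactions could be found here, and the low count is not put down to any cause. Whether the single gene is more than chance is not settled.

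A set of 16 hypoxia genes was higher with bFGF in 8 of 8 pairs (mean 0.92, exact p = 0.00781; 1.17 relative to the median gene), and a set of 12 integrated stress response genes in 8 of 8 pairs (mean 0.65, exact p = 0.00781; 0.90 relative to the median gene). The paper's text does not discuss these genes, although Fig. 2d lists cellular response to hypoxia among its terms. After quantile normalization the hypoxia score was higher with bFGF in 6 of 6 pairs of days 3, 5 and 7, and the integrated stress response score in 6 of 6. A few genes taking most of the counts would shift the other genes the opposite way. The 10 highest genes took a larger share with bFGF on these days, which by itself moves the other genes by log2 shifts from -0.0678 to -0.0245, against the direction of both scores. Library size was larger with bFGF in 2 of those 6 pairs, so it did not follow bFGF. Against random lists matched on gene length or on GC content, the hypoxia set's median log2 fold change on day 7 (2.14) was at percentile 100 for each, and that of the integrated stress response set (1.35) at percentile 99.6 for length and 99.7 for GC content. A candidate explanation is culture growth with time, in which larger cultures with bFGF use more oxygen and nutrients. It predicted a gain in the difference from day 1 to day 7, and the smaller gain of the 2 pairs was 1.23 for hypoxia and 0.48 for the integrated stress response. The hypoxia score itself rose from day 1 to day 7, from 5.95 to 7.47 in B and from 5.97 to 7.08 in BC. In BC it was higher on day 3 (7.34) than on day 7. From day 3 to day 5 it fell, from 7.36 to 6.98 in B and from 7.34 to 6.85 in BC. The difference was already 1.15 in B and 0.81 in BC on day 3, while the paper's CCK8 assay found more proliferation with bFGF from day 5. Growth does not predict these values but does predict the rise to day 7, so it is not settled for hypoxia. The integrated stress response score instead fell from day 1 to day 7, from 6.86 to 6.29 in B and from 6.92 to 6.28 in BC. Its difference grew because BM (6.77 to 5.56) and C (6.77 to 5.65) fell further. The integrated stress response difference was larger on day 5 (1.02 for B) than on day 7 (0.73), a fall that the growth explanation does not predict. For this set, the falling levels with bFGF and the fall in the difference argue against growth. A slow direct effect of bFGF predicts a gain in the difference too, so the gain does not separate it from growth. Cell density was not analysed here.

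A set of canonical Wnt target genes, of which 11 of 12 were listed, was higher with CHIR99021 in 8 of 8 pairs (mean 0.24, exact p = 0.00781; 0.24 relative to the median gene). This bears on mislabelled samples, because a GSK-3 inhibitor acts on this pathway, and 8 of 8 pairs followed the CHIR99021 labels. With the median over the set in place of the mean, the difference was 0.01 (exact p = 0.484), so the rise rests on few genes, among them Axin2 (mean difference 0.90, higher in 8 of 8 pairs). Gene length and GC content were not tested for this set.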

How the results depend on the processing

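The alternatives named here were each set before the data were examined, together with the gene sets, the designs and the rule for naming genes, and each was run. Over 103 results, 512 values were recomputed, of which 428 kept their direction and their side of the threshold (or, without a test, stayed within their spread) and 84 did not. Of the 512, 39 equal the value first computed, among them those of filters that removed no gene. The cause was not tested for any change given here. No treatment and day has replicates, so none were paired by replicate number, and the paired tests use libraries that share a day and 1 treatment factor.

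The differences of the 9 gene sets with bFGF kept direction and threshold in the 38 recomputed values that could change. Another 7 could not, because the filter on low values left the genes of 7 sets as they were. The total count of genes changed by bFGF on day 7 stayed within 1.5 times of 7852 under DESeq2, limma, quantile normalization, the other filters and CHIR99021 as a covariate, and on day 5. On day 3 the same comparison gave 2534 genes (1461 higher, 1073 lower) and on day 1 it gave 1079 (524 higher, 555 lower). Without scaling between libraries the directions shifted. On day 7, limma found 2163 genes higher with a pseudocount of 1 and 2147 with 0.1, and over days 1 to 7 it found 2289 and 2280, against 3781 and 3896 in edgeR. After quantile normalization limma found 3598 and 3698.

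The count for CHIR99021, 38 genes, depended on the test, with 22 genes without a filter, 281 in DESeq2, 74 in limma after quantile normalization, 24 without day 1, and from 1 to 28 genes across the 16 fits that each left out one library. DESeq2 made 38 false calls of 235 for this effect on simulated data. The interaction count, 1 gene, was 5 in DESeq2, 2 without day 1 and from 0 to 1 across the 16 fits that each left out one library. Those fits had from 114 to 448 genes at an unadjusted p under 0.05. limma gave 0 genes with a pseudocount of 1 (147 at an unadjusted p under 0.05), 0 with a pseudocount of 0.1 (143) and 0 after quantile normalization (210).

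With GO lists of genes at least 2 times different in both pairs, the odds ratio of cell cycle among genes higher with bFGF was 1.58 (adjusted p = 0.0917, Fisher's exact test), and that of transcription, DNA-templated among genes lower was 0.97 in place of 1.08 (adjusted p = 0.745, Fisher's exact test), a reversed direction, neither past the threshold. In those lists 13 of 19 terms of Fig. 2d were enriched in place of 12, and 4 of 20 terms of Fig. 2e. Regulation of transcription, DNA-templated stayed enriched among genes lower (odds ratio 1.27, adjusted p = 0.0273, Fisher's exact test). With all tested genes as background, 2 terms of Fig. 2e were enriched in place of 4.

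The shares of PC1 and PC2 were 90.1% and 4.93% with all genes, 59.5% and 29.0% with each gene centred, 93.6% and 3.83% with no centring, 74.5% and 16.0% with the genes of the largest change from day 0, and 74.3% and 14.0% with a pseudocount of 0.1. The difference with bFGF was reversed on PC2 with each gene centred (-0.74 SD, exact p = 0.0312) and on PC1 with no centring (-1.50 SD, exact p = 0.0156). On PC1, the ranges of the libraries with and without bFGF overlapped in 4 of the 5 alternatives, and not with the genes of the largest change from day 0. The sign of a component is arbitrary and was fixed by the day 0 control.

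For CHIR99021, leaving out day 1 brought the G2/M difference past the threshold (-0.25, exact p = 0.0312, the smallest that 6 pairs allow) and took the FGF/ERK target difference out of it (-0.23, exact p = 0.0938). The canonical Wnt difference was 0.00976 as a median over the set (exact p = 0.484). The integrated stress response difference, 0.01, was reversed to -0.00049 after quantile normalization (exact p = 0.992). Among values of single genes and single terms, 19 others changed, of which 13 were day 7 differences of 9 genes with 1 library left out, 2 were weaker and 4 stronger. Depth limits the genes with a count of 0 on one side, whose fold changes are poorly determined.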

Differences from the paper's values

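The paper's values below are numbers of genes per GO term, read by eye from the bars of Fig. 2d and Fig. 2e, against the numbers in the edgeR lists of day 7. Among genes higher with bFGF, rRNA processing had about 31 genes in Fig. 2d, read by eye, as the paper's value, and 50 here. Of the alternatives set before the data were examined, the list of genes at least 2 times different in both pairs gave 30, and the list of all days and the wider background did not come as close. That list was further from the paper for most other terms. With it, 14 of 19 terms of Fig. 2d and 16 of 20 terms of Fig. 2e were more than 1.5 times off. In the main lists these were 3 and 7. Ribosomal small subunit assembly had about 12 genes in Fig. 2d, read by eye, and 7 here, and chromosome condensation about 10 in Fig. 2d, read by eye, and 3 here.

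Among genes lower with bFGF, regulation of transcription, DNA-templated had about 600 genes in Fig. 2e, read by eye, as the paper's value, and 312 here. Phosphorylation had about 150 in Fig. 2e, read by eye, and 5 here, and covalent chromatin modification about 75 in Fig. 2e, read by eye, and 28 here. The paper's value for tRNA processing was about 32 in Fig. 2e, read by eye, against 7 here, for metabolic process about 110 in Fig. 2e, read by eye, against 15, and for methylation about 50 in Fig. 2e, read by eye, against 3. Cellular response to DNA damage stimulus had about 100 in Fig. 2e, read by eye, and 62 here. For these 7 terms and for ribosomal small subunit assembly and chromosome condensation, none of the alternatives set before the data were examined closed the gap. For phosphorylation, metabolic process, methylation, tRNA processing and chromosome condensation none could. In the files these terms held only 14, 40, 6, 18 and 4 of the tested genes, in that order. Ribosomal small subunit assembly held 11. Regulation of transcription, DNA-templated (690), covalent chromatin modification (86) and cellular response to DNA damage stimulus (194) held more tested genes than the paper's values. The size of these terms thus did not make the paper's values out of reach. Whether smaller terms than those of the paper contributed to these gaps cannot be told from that. The paper took its terms from DAVID, which was not used here. The other 16 of 19 terms of Fig. 2d and 13 of 20 terms of Fig. 2e were within 1.5 times of the paper's values.

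The axes of the PCA were within 1.5 times of the paper's in each setting but one. PC1 held about 91% in Fig. 2c, read by eye, and 75.7% here, and 90.1% with all genes of a mean FPKM of at least 1 in place of the 1800 genes the paper states and 93.6% with no centring. With each gene centred it held 59.5%.

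The paper states that the genes lower with bFGF on the 7th day were enriched in DNA-templated transcription. Here regulation of transcription, DNA-templated was enriched (odds ratio 1.53), and transcription, DNA-templated was not (odds ratio 1.08, adjusted p = 0.375, Fisher's exact test). Of the terms the panels display as enriched, 12 of 19 in Fig. 2d and 4 of 20 in Fig. 2e were enriched in the lists used here. The lists, the background and the gene annotation differ from the paper's, whose text gives no list threshold or background for DAVID. A term not enriched here may thus still be enriched in the paper's lists.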

Other observations

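The tests of other splits of the libraries and of GC content were chosen only after the result was seen, and those of gene length and of mislabelled samples before it.

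Of 100 splits that exchanged the bFGF labels within days, the real one included, 1 gave as many genes as the 7713 of the real labels. The next gave 6441 genes, and its labels were opposite to bFGF on days 1, 5 and 7, which groups the libraries of those days as bFGF does, since a split and its mirror image count as one. It departs from bFGF on day 3 by 2 labels. Of 100 such splits of the CHIR99021 labels, 2 gave at least the 38 genes of the real labels. The other one gave 5471 genes. Its labels were opposite to bFGF on day 1 but equal to bFGF on days 5 and 7, so that no mirror image matches bFGF on these days. The split may follow a change of the bFGF effect with time, but why it gave so many genes was not tested. As a check of mislabelled samples, a set of FGF/ERK target genes was higher with bFGF in 8 of 8 pairs (mean 1.16, exact p = 0.00781; 1.41 relative to the median gene), as the labels give it.

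Shorter transcripts rose more with bFGF on day 7 (Spearman's rho across genes -0.276, over 11278 genes, which are not independent; -0.0637 with GC content over 10888 genes), so gene length bias was a candidate explanation of the rise in translation genes. The 80 ribosomal protein genes had a median log2 fold change of 2.43, against a median of 1.03 for random lists matched on length (percentile 100) and 0.63 for lists matched on GC content (percentile 100). Length may thus account for part of the rise but not for all of it. The size also depends on scaling, since the mean difference over the 8 pairs was 1.05 as deposited, 1.30 relative to the median gene and 0.52 after quantile normalization, higher in 8 of 8 pairs under each. The cell cycle genes (median 0.38, random lists -0.03) were at percentile 100 for length and at percentile 100 for GC content. Genes of regulation of transcription, DNA-templated (median -0.28, random lists -0.15) were at percentile 0.5 for length and at percentile 0 for GC content. Neither property by itself accounts for these differences, while batch was not tested.

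In Fig. 2f the inhibitors of the cell cycle Cdkn1a and Cdkn2a rose together with the cyclins, and in 8 of 8 pairs with bFGF each (mean differences 2.33 and 0.59, exact p = 0.00781).

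The paper reports Wnt5A/Ca2+ and canonical Wnt proteins by western blot, on which these libraries do not bear directly. At the RNA level on day 7, the FPKM of Wnt5a was 36.7 in BM, 40.1 in C, 1.93 in B and 2.60 in BC, lower with bFGF in 8 of 8 pairs (mean difference -2.03, exact p = 0.00781). The FPKM of Axin2, a canonical Wnt target, was 7.63 in BM, 20.6 in C, 1.31 in B and 2.33 in BC. The canonical Wnt target set as a whole was lower with bFGF in 8 of 8 pairs as deposited (mean -0.33), but relative to the median gene the mean was -0.08 and 5 of 8 pairs were lower (exact p = 0.0703), with 3 of the 4 pairs of B and BM on the other side. After quantile normalization it was -0.17, with B on day 1 on the other side.

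For retinal markers, for which the paper does not say which of these libraries its heatmaps show, the FPKM of Pax6 was 24.2 on day 0 and on day 7 165 in BM, 152 in C, 10.7 in B and 16.5 in BC. That of Six3 was 61.9 in BM, 58.5 in C, 20.4 in B and 24.1 in BC, and that of Notch1 28.4, 37.8, 6.90 and 10.6 in the same order. The log2 fold change with bFGF on day 7 in edgeR's test was -2.98 for Pax6, -0.94 for Six3 and -1.39 for Notch1, where TMM scaling already takes up the shift of the median gene. Rax and Gfap had an FPKM of 0.1 or less in each library of day 7 and of 0 in the day 0 control. Vim had an FPKM of 2991 on day 0. Of the surface markers of Fig. 1j, the FPKM on day 0 was 25.2 for Cd24a, 35.4 for Cd47, 0.06 for Nt5e (CD73), and 0 for Prom1 (CD133) and Fut4 (CD15).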
